# Capturing an Early Gene Induction Event during Wood Decay by the Brown Rot Fungus *Rhodonia placenta*

**DOI:** 10.1128/aem.00188-22

**Published:** 2022-03-29

**Authors:** Claire E. Anderson, Jiwei Zhang, Lye Meng Markillie, Hugh D. Mitchell, William B. Chrisler, Matthew J. Gaffrey, Galya Orr, Jonathan S. Schilling

**Keywords:** decomposition, lignocellulose, biodegradation, RNA, transcriptomics

## Abstract

Brown rot fungi dominate wood decomposition in coniferous forests, and their carbohydrate-selective mechanisms are of commercial interest. Brown rot was recently described as a two-step, sequential mechanism orchestrated by fungi using differentially expressed genes (DEGs) and consisting of oxidation via reactive oxygen species (ROS) followed by enzymatic saccharification. There have been indications, however, that the initial oxidation step itself might require induction. To capture this early gene regulation event, here, we integrated fine-scale cryosectioning with whole-transcriptome sequencing to dissect gene expression at the single-hyphal-cell scale (tens of micrometers). This improved the spatial resolution 50-fold, relative to previous work, and we were able to capture the activity of the first 100 μm of hyphal front growth by Rhodonia placenta in aspen wood. This early decay period was dominated by delayed gene expression patterns as the fungus ramped up its mechanism. These delayed DEGs included many genes implicated in ROS pathways (lignocellulose oxidation [LOX]) that were previously and incorrectly assumed to be constitutively expressed. These delayed DEGs, which include those with and without predicted functions, also create a focused subset of target genes for functional genomics. However, this delayed pattern was not universal, with a few genes being upregulated immediately at the hyphal front. Most notably, this included a gene commonly implicated in hydroquinone and iron redox cycling: benzoquinone reductase.

**IMPORTANCE** Earth’s aboveground terrestrial biomass is primarily wood, and fungi dominate wood decomposition. Here, we studied these fungal pathways in a common “brown rot”-type fungus, *Rhodonia placenta*, that selectively extracts sugars from carbohydrates embedded within wood lignin. Using a space-for-time design to map fungal gene expression at the extreme hyphal front in wood, we made two discoveries. First, we found that many genes long assumed to be “on” (constitutively expressed) from the very beginning of decay were instead “off” before being upregulated, when mapped (via transcriptome sequencing [RNA-seq]) at a high resolution. Second, we found that the gene encoding benzoquinone reductase was “on” in incipient decay and quickly downregulated, implying a key role in “kick-starting” brown rot.

## INTRODUCTION

The carbohydrate-selective, wood decay mechanisms of brown rot fungi have great appeal for biotechnology and have far-reaching implications for the global carbon cycle. Brown rot was long thought to be controlled by extracellular pH gradients (1) but was recently shown to be a two-step, sequential mechanism orchestrated by fungi using differentially expressed genes (DEGs) (2–4). Understanding how a fungus regulates this sequence may enable us to control this efficient deconstruction pathway and will help us more accurately predict carbon fluxes from wood (up to 81% of the total terrestrial biomass) (5).

During step 1 of brown rot, fungi deploy reactive oxygen species (ROS) via the Fenton reaction to initiate the depolymerization of crystalline cellulose, resulting in rapid strength loss in the plant cell wall (6, 7). The Fenton reaction (Fe^2+^ + H_2_O_2_ → Fe^3+^ + HO^−^ + HO^·^) is likely enabled by a fungus-mediated hydroquinone redox cycle, during which a hydroquinone, generated by a quinone reductase (QRD) acting on a benzoquinone, nonenzymatically reduces Fe^3+^ to Fe^2+^ (8, 9). Brown rot fungi transition to step 2 by downregulating ROS-linked genes (i.e., lignocellulose oxidation enzymes [LOXs], as previously categorized [2]) and by upregulating a limited suite of carbohydrate-active enzymes (CAZys) to hydrolyze polysaccharides (2–4). To avoid unnecessary damage to their own enzymes and hyphae, not only do brown rot fungi need to turn off ROS production as they transition to enzymatic saccharification, as previously confirmed (3), but it is logical that they also would need to upregulate relevant genes to turn on ROS production at the onset of decay. An initial inducible event has not previously been captured, but it is supported by a history of observations that brown rot fungi often fail to efficiently metabolize pure cellulose in the absence of wood (10–12).

To capture this ephemeral induction event, our approach was to use a fine-scale spatial gradient to resolve decay timing at the earliest stages of decay. We achieved a 50-fold-finer resolution than previously observed by using cryosectioning and single-cell-level transcriptomics to look at specific 100-μm wood wafer sections within the first 5 mm behind the hyphal front (approximately the first 48 h of decay) of the brown rot fungus Rhodonia placenta (2). This revealed a major induction event that was not seen at the previous lower resolution and revealed delayed expression for decay-related DEGs, including CAZys and most LOXs, and DEGs without predicted functions. These delayed DEGs collectively create a focused subset of potentially inducible, early decay genes to target discovery and assign function (see Data Set S1 in the supplemental material). However, this delayed pattern was not universal, with a few genes being upregulated immediately at the hyphal front. Most notably, this included a gene commonly implicated in hydroquinone and iron redox cycling: benzoquinone reductase.

## RESULTS

### High spatial resolution captured a major gene induction event.

A space-for-time map of wood decay by the brown rot fungus R. placenta was enabled by physically sectioning aspen wafers colonized directionally in microcosms (2, 13) (Fig. 1). 

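The matrix holds 39 of the 40 cryosections of 6 aspen wafers that the sample labels list, with 9 libraries from 0 to 100 μm behind the hyphal front, 8 from 4,900 to 5,000 μm, 11 from 15,000 to 15,100 μm and 11 from 19,900 to 20,000 μm. Specimens A and B of a wafer carry the hyphal front, and specimens C and D come from the reference distance. Both ends are in the matrix for 8 front specimens, from 5 wafers, and for 10 reference specimens, from 6 wafers, and the inner end of reference specimen 5D is in the labels alone. The authors made full-length cDNA with an ultra-low-input kit, sequenced it as single reads, trimmed and aligned the reads with Bowtie2 to the JGI Postia placenta genome and counted them per gene model with htseq-count. The deposited values are counts for 17173 gene models, named here by JGI model name and, where Data Set S1 pairs them, by protein identifier. Reads that mapped to more than 1 locus were assigned at random to 1 of them by the authors, so the counts of near-identical alleles and paralogs are uncertain singly. Total counts ranged from 3086044 to 37580033 per library. In the 13 libraries of wafers 4 and 5, they reached at most 7667443, and 3 gene models (estExt_Genewise1.C_52570006, estExt_Genewise1.C_52450001 and estExt_fgenesh3_pm.C_52970001) took 39.9% to 67.9% of them, compared with at most 0.339% in the other 26 libraries. From 0 to 100 μm to 4,900 to 5,000 μm, that share rose from 39.9% to 66.7% in 4B, 52.8% to 60.4% in 5A and 47.5% to 55.5% in 5B. Scaling by total counts does not correct for this. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test, with the specimen as a block, or the wafer where sections of different specimens were compared. Genes were called at the thresholds of the paper, an adjusted p under 0.05 and a change of more than 4-fold. A positive log2 fold change means higher in the section deeper behind the front. Average CPM values, from TMM-scaled totals of all 39 libraries, differed from those in Data Set S1 by a relative error of at most 4.77e-06 over 1232 genes when specimen 1A was left out at 0 to 100 μm and specimens 1C and 5D at 15,000 to 15,100 μm. CPM averages are given over these libraries. The paper analyzed both ends of front specimens as pairs, and 1A has no second end, while its text gives no reason for leaving out 1C and 5D.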

Expression patterns representing the first 48 h of decay were determined using 100-μm cryosectioning (50-fold higher than the previous 5-mm resolution [2]) and single-cell-level transcriptomics to evaluate whole-transcriptome expression at the hyphal front (0 to 100 μm; approximately hour 1) and at the 5-mm distance (4,900 to 5,000 μm; approximately hour 48). Analysis of DEGs (>4-fold change, with the fold change calculated using the ratio of 0 to 100 μm to 4,900 to 5,000 μm [adjusted *P* {*P*_adjusted_} < 0.05]) revealed a major induction event with 21-fold more DEGs being upregulated in 4,900 to 5,000 μm (which we label delayed) than in 0 to 100 μm (incipient) (Fig. 2).

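Among 12479 gene models tested with edgeR in the 8 pairs, none passed both thresholds in either direction, and the lowest adjusted p was 0.54. At an unadjusted p under 0.05, 750 genes were higher at 4,900 to 5,000 μm and 191 were higher at 0 to 100 μm. The Wald test of DESeq2, which the paper names, with the specimen as a block called 1176 delayed and 56 incipient genes from the same counts, and these were all 1232 genes of Data Set S1. Limma voom with sample quality weights called 66 delayed and 9 incipient genes. Without a filter on low counts, edgeR called 157 and 15. In the edgeR test, all 953 delayed genes of Data Set S1 that were tested had positive log2 fold changes, with a median of 3.44 and a range from 1.81 to 7.75. All 54 tested incipient genes had negative ones, with a median of −2.86. The study chose these lists on the same libraries, so their directions are not independent evidence. The median log2 fold change of all genes tested was 0.33 under TMM and −0.28 when counts were scaled by totals alone, where the delayed list had a median of 2.76 and the incipient list −3.53. The lowest p belonged to estExt_Genewise1Plus.C_440067 (114469), a protein with no described function that was singled out after its values were seen. It was higher at 4,900 to 5,000 μm in 8 of 8 pairs, with a log2 fold change of 3.96 (standard error 0.78, adjusted p = 0.54 from edgeR). Its CPM was 3.50 ± 2.62 (SD, n = 9, with 1A) at 0 to 100 μm and 100.5 ± 206.6 (SD, n = 8) at 4,900 to 5,000 μm. In counts simulated for this comparison from the real libraries' means and totals, edgeR recovered 31 of 100 genes changed 8-fold and 82 of 100 changed 32-fold, and called 0 of 12279 unchanged genes. On the same counts, DESeq2 recovered 73 and 97 and called 130 unchanged genes, and limma voom recovered 35 and 86 and called 2. The counts were drawn with edgeR's dispersions, with changes equally split by direction and no specimen running the other way. The 130 are therefore not a rate of false calls for the real libraries. From the excess of delayed over incipient DEGs, the paper concludes that a major induction event lies between the sections.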

**FIG 1:**
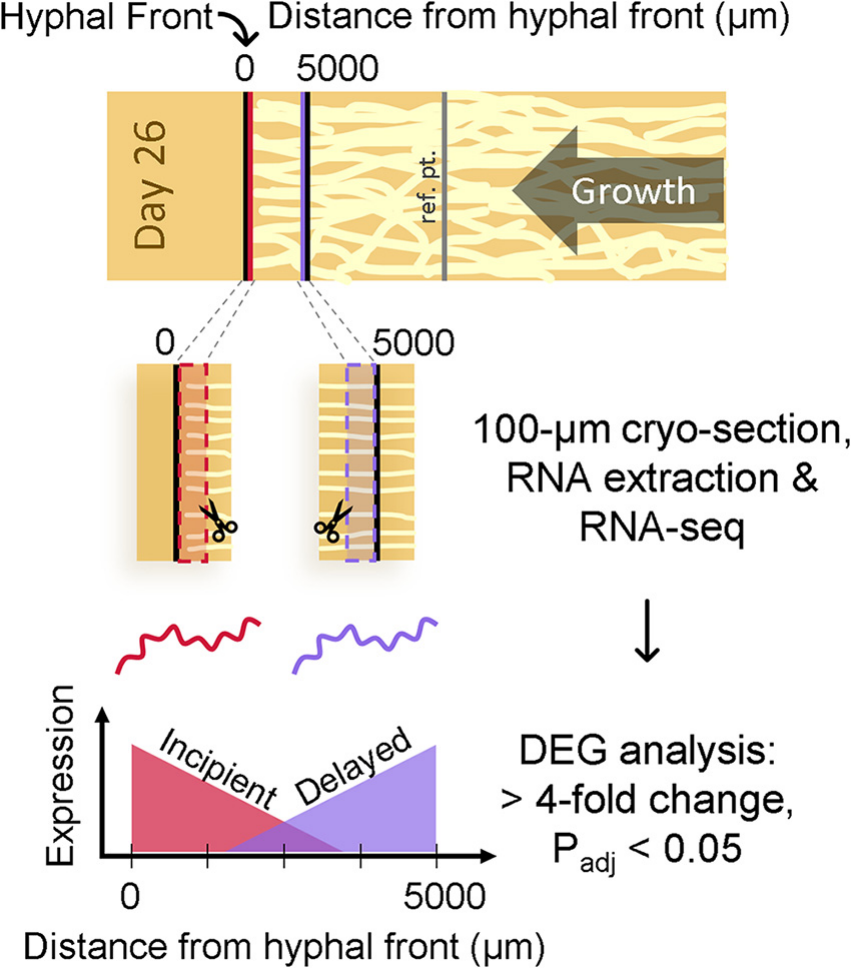
Using space to parse time at a micrometer scale. Wood wafers colonized directionally by the brown rot fungus *Rhodonia placenta* were cryosectioned to a 100-μm thickness at the hyphal front and closely behind in order to map gene expression patterns using whole transcriptomic RNA (RNA-seq). Differentially expressed genes (DEGs) with a >4-fold difference (0 to 100 μm versus 4,900 to 5,000 μm) were grouped as being downregulated after high levels near the extreme front (which we label incipient) or upregulated after a delay (delayed). An additional section was included as a reference for later decay, as shown in Fig. 4.

**FIG 2:**
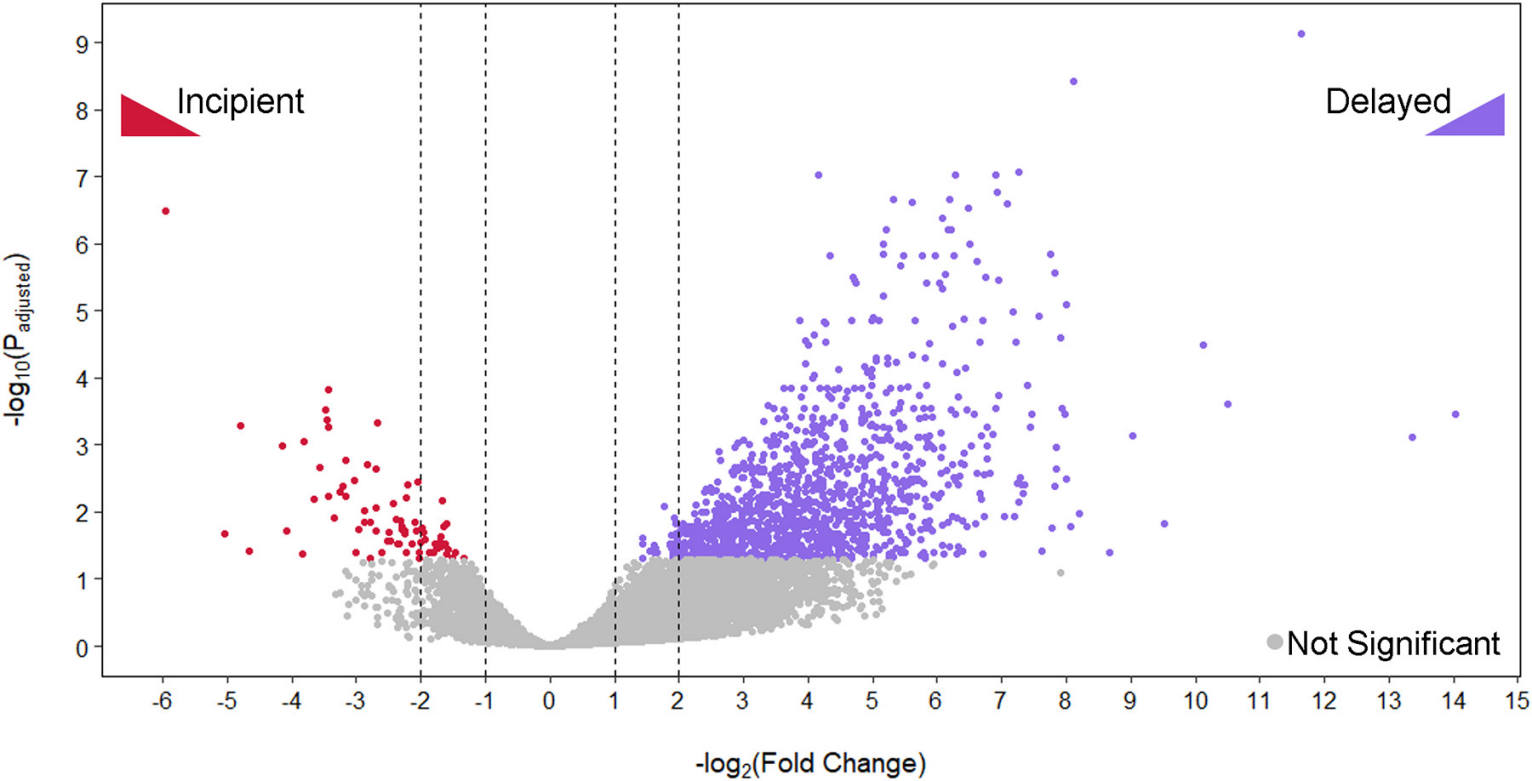
A major induction event during early wood decay by *R. placenta*. Expression patterns within the first 5 mm (∼48 h) of decay show 21-fold more delayed genes than incipient genes (*n* = 1,176 versus *n* = 56) when examining significant DEGs with a >4-fold change (i.e., dotted lines at ±2). The fold change was calculated using the ratio of 0 to 100 μm to 4,900 to 5,000 μm. Genes were considered significant if the *P*_adjusted_ value was <0.05; low-count genes (*n* = 1,668) are not displayed.

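Each of the 8 front specimens was left out of DESeq2 in turn, a test chosen after the data were seen, and the genes called from the other 7 pairs were examined in the specimen left out. Of the delayed genes called in this way, 65.7% to 77.5% were higher at 4,900 to 5,000 μm in 7 of the specimens left out. In specimen 3A, 465 of 1660 delayed genes were higher. Of the incipient genes, 59.5% to 92.9% were lower at 4,900 to 5,000 μm in those 7 specimens, compared with 9 of 135 genes in 3A. No share over all genes was taken as a baseline, and their median log2 fold change under DESeq2 was 0.77, above 0. The highest delayed shares were in 5B (77.5%) and 6A (76.7%), where detected gene models went from 9422 to 13329 and from 12871 to 17119. The lowest of the 7 was in 3B (65.7%), where they went from 9787 to 12623. In 5A, with a share of 69.2%, they fell from 15834 to 15511. The shares therefore did not follow the change in detected gene models throughout. Without 3A, edgeR called 59 delayed and 10 incipient genes, all of them in Data Set S1, and it called 0 genes without any other single specimen. Without specimen 6A, DESeq2 called 606 delayed and 28 incipient genes, of which 550 and 24 were in Data Set S1, and without 5B it called 707 and 37. When DESeq2 was scaled by total counts, it called 444 delayed and 304 incipient genes, and with TMM factors it called 901 and 78. An adjusted p was not given by DESeq2 for 1668 genes. Gene models with at least 1 count numbered 12656 ± 2193 (SD, n = 8) at 0 to 100 μm and 14280 ± 1436 (SD, n = 8) at 4,900 to 5,000 μm, higher in 7 of 8 pairs (two-sided exact paired permutation test, p = 0.039). With detection set at 5 counts, the mean difference was 1411.88 gene models (p = 0.10 from the same exact test), and with libraries thinned to the same total as well it was 493.25, higher in 5 of 8 pairs (p = 0.50). Thinned alone, it was 1331 (p = 0.031).

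**Figure D1:**
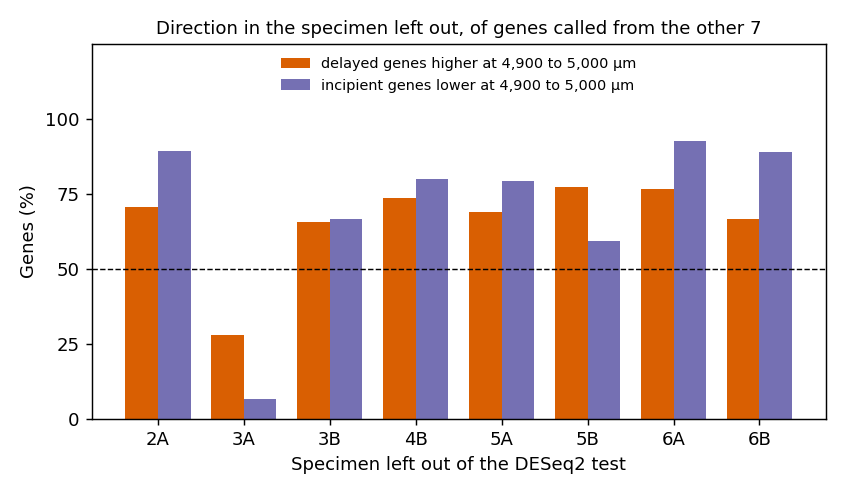
Share of genes (%) called delayed or incipient by DESeq2 from 7 specimens that ran the same way in the specimen left out, with specimens on the x axis and a dashed line at 50%. In 3A, 465 of 1660 delayed and 9 of 135 incipient genes ran the same way. The 50% line is not a baseline over all genes.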

### Carbohydrate-active enzyme genes followed the “rules” of delayed expression.

Delayed carbohydrate-active enzyme (CAZy) expression was recently noted as a defining characteristic of *R. placenta* and fungi in other brown rot clades (2–4). 

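Of the CAZys that Data Set S1 lists as delayed, 91 were tested with edgeR, and all 91 had a positive log2 fold change, with a median of 3.47 and a range from 1.87 to 6.20. Scaled by total counts, all 91 were positive with a median of 2.86. None passed when p was adjusted over all genes. At more than 4-fold, 75 had an unadjusted p under 0.05, and 72 passed when adjusted over the list alone. The list was chosen by the study on these libraries, so the last count is not independent evidence. DESeq2 called 92 of them, limma voom 22, and edgeR 39 without a filter and 20 when specimen 3A was left out. DESeq2 called 60 without specimen 6A, 50 without wafers 4 and 5, and 7 without those wafers and 6A. The CPM of 82 to 91 of the 92 genes was higher at 4,900 to 5,000 μm than at 0 to 100 μm in 7 of the 8 specimens. In specimen 3A, this held for 12 genes. Within wafers 4 and 5, the mean log2(CPM + 1) of all 92 CAZys was higher at 4,900 to 5,000 μm than at 0 to 100 μm, and within the other wafers that of 91 was.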

In this study, there were 92 CAZys with delayed expression, and none were incipiently expressed (Fig. 3). Among the 92 delayed CAZys were endoglucanases (e.g., glycoside hydrolase 5 [GH5] and GH12), the primary cellulases in *R. placenta* and most brown rot fungi. Also delayed were CAZys that typically have early upregulation when sampled at a lower resolution, including side chain hemicellulases (e.g., GH27, GH43, and GH51) and pectinases (e.g., GH28), both of which are often implicated in early depolymerization (Fig. 4).

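Of the 11 listed GH5 genes, the 2 with the highest mean CPM were followed. The GH5 estExt_Genewise1.C_720133 (121831) had 98.4 ± 145.1 CPM (SD, n = 8) at 0 to 100 μm and 784 ± 1057 (SD, n = 8) at 4,900 to 5,000 μm. Its log2 fold change was 3.82 (standard error 1.04, adjusted p = 0.54 from edgeR, 2.8e-05 from DESeq2), and its CPM was higher at 4,900 to 5,000 μm in 7 of 8 specimens. A two-sided exact paired permutation test gave p = 0.039, or 0.064 after Benjamini-Hochberg adjustment over the 23 genes or alleles tested in this way. Specimen 1A, outside the averages, had 734.8 CPM at 0 to 100 μm. The second GH5, estExt_Genewise1Plus.C_1530060 (115648), averaged 56.9 ± 66.4 and 720.4 ± 1018 CPM (SD, n = 8 each) in these sections, with a log2 fold change of 3.32. All 11 GH5 genes had positive log2 fold changes, from 2.09 to 3.85. The GH12 estExt_Genewise1.C_650017 (121191) had 25.0 ± 22.2 CPM (SD, n = 8) at the front and 323.3 ± 289.4 (SD, n = 8) at 4,900 to 5,000 μm, a log2 fold change of 3.71 (standard error 0.95, adjusted p = 0.54 from edgeR, 1.4e-05 from DESeq2). With the 197.7 CPM of specimen 1A, its front mean is 44.2 (n = 9). Its CPM was higher in 7 of 8 specimens (exact paired permutation test, p = 0.0234, or 0.064 adjusted over 23 tests). The 4 GH12 genes had log2 fold changes from 3.47 to 3.98. In specimen 3A, the difference on the log2(CPM + 1) scale was −4.29 for this GH5 and −2.79 for this GH12.

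**Figure D2:**
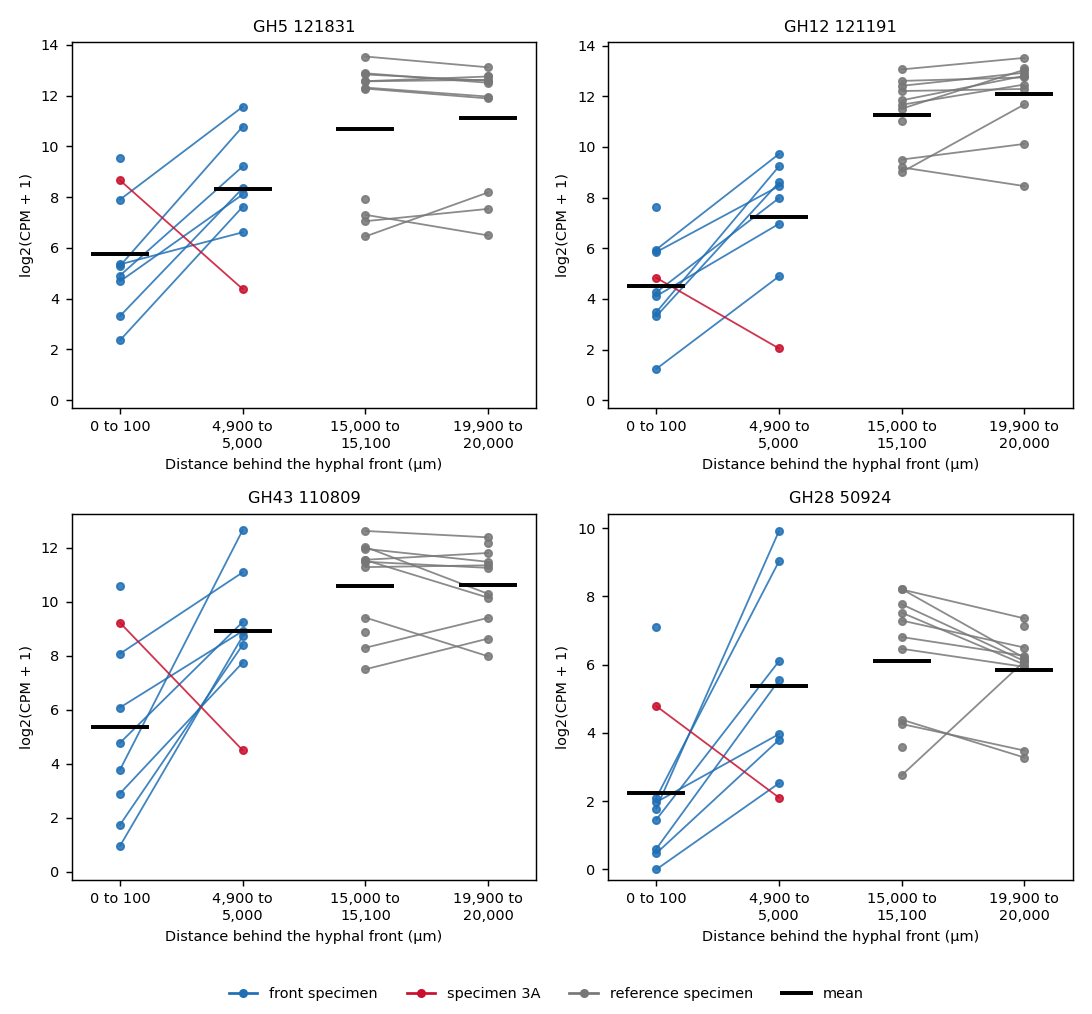
The log2(CPM + 1) of 4 CAZys against distance behind the hyphal front (μm), with 1 point per library, lines joining both ends of a specimen and bars at the mean of all libraries. The 7 blue lines of the GH12 panel rise from 0 to 100 μm to 4,900 to 5,000 μm, and the red line, of 3A, falls by 2.79.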

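The pectinase GH28 e_gw1.175.23.1 (50924) had 4.74 ± 8.93 CPM (SD, n = 8) at 0 to 100 μm and 203.9 ± 352.8 (SD, n = 8) at 4,900 to 5,000 μm. This is a log2 fold change of 5.42 (standard error 1.28, adjusted p = 0.54 from edgeR, 2.4e-07 from DESeq2). Specimen 1A had 137.8 CPM of it at 0 to 100 μm, which brings the mean of all 9 libraries to 19.5 CPM. The GH43 of Fig. 4, the galactan beta-galactosidase estExt_Genewise1Plus.C_840034 (110809), had a log2 fold change of 5.01 (standard error 1.33), from 122.3 ± 211.1 to 1335 ± 2164 CPM (SD, n = 8 each). Specimen 1A had 1521.6 CPM of this GH43 at 0 to 100 μm, above the mean at 4,900 to 5,000 μm, which brings the front mean to 277.8 (n = 9). Both genes were higher at 4,900 to 5,000 μm in 7 of 8 specimens, all but 3A. Their change from the outer to the inner end of the front specimens exceeded the change across the reference specimens, which were cut in the same way, by 6.12 for GH28 (adjusted p = 0.032 from edgeR) and 5.28 for GH43 (adjusted p = 0.036) on the log2 scale. That difference passed the thresholds for 32 genes under TMM and for none of 15048 when scaled by total counts, where 1458 had an unadjusted p under 0.05. Scaling by totals leaves the gene models that dominate wafers 4 and 5 uncorrected. This GH28 and this GH43 were listed as delayed on the same front libraries, so their p-values here are not independent evidence. The GH27 estExt_Genewise1.C_850046 (120395) had a log2 fold change of 2.75 (standard error 0.97), and the GH27 estExt_fgenesh3_pg.C_70007 (128150) had 2.53 (standard error 1.20). The GH51 fgenesh3_pg.2__149 (100251) had 53.6 ± 81.1 CPM (SD, n = 8) at the front, or 135.8 with the 792.9 CPM of specimen 1A, and 181.3 ± 245.3 (SD, n = 8) at 4,900 to 5,000 μm. It was higher in 6 of 8 specimens, with a log2 fold change of 3.07 (standard error 1.38). The second GH28, fgenesh3_pg.10__19 (105711), had 10.5 ± 15.7 CPM (SD, n = 8) at the front, or 76.6 with the 605.5 CPM of specimen 1A.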

**FIG 3:**
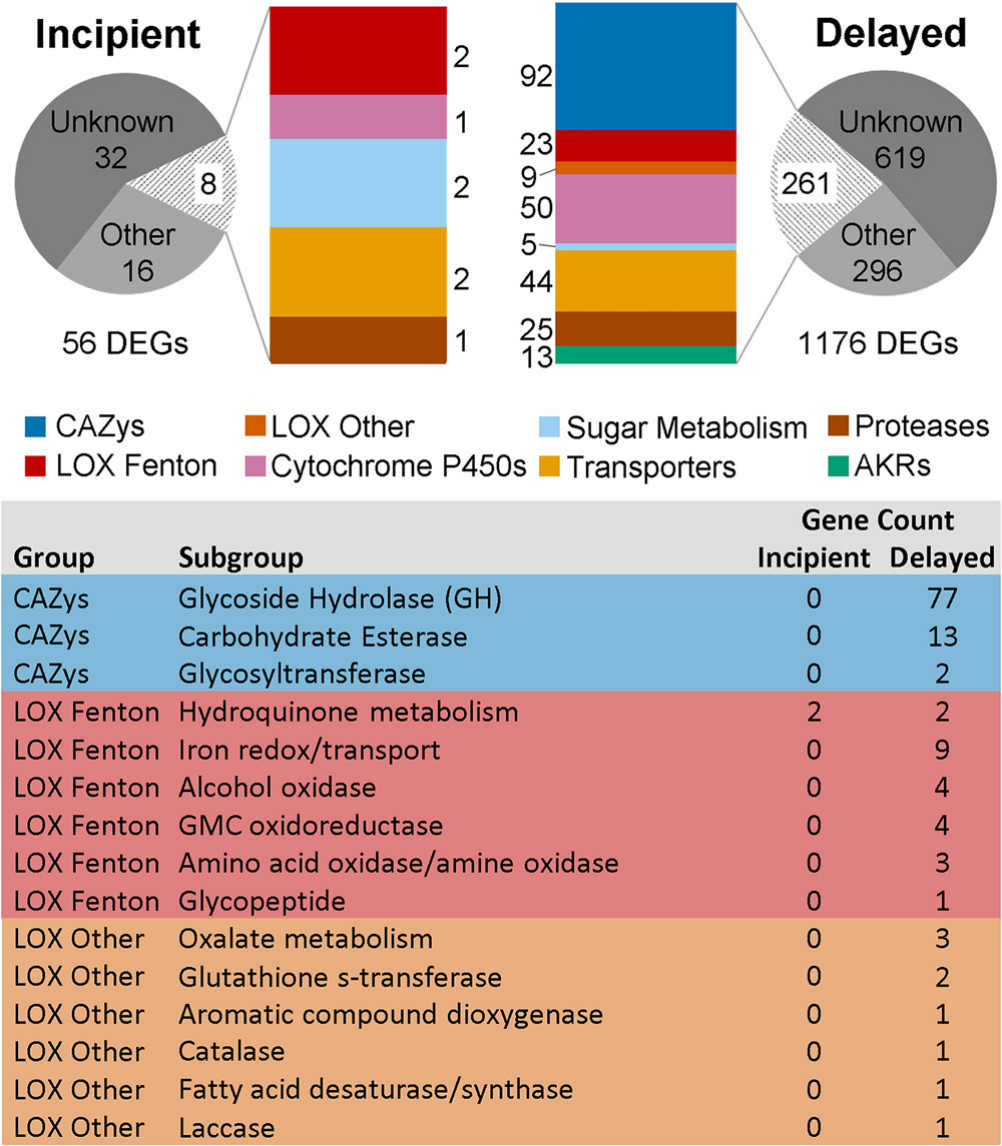
Distribution of incipient versus delayed *R. placenta* DEGs involved in deconstructing lignocellulose. Total DEGs (>4-fold [*P*_adjusted_ < 0.05]) for incipient and delayed expression are organized by categories of interest. Here, functional assignments were adopted from those described previously by Zhang et al. (2), in which carbohydrate-active enzymes (CAZys) follow definitions from the Carbohydrate Active Enzymes database (http://www.cazy.org/) (14), including glycoside hydrolases (GHs), carbohydrate esterases, and glycosyltransferases, except for enzymes with auxiliary activities (e.g., peroxidases and oxidases, etc.), which are in the lignocellulose oxidation enzyme (LOX) categories. AKR, aldo-keto reductase.

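The Fig. 3 groups other than CAZys and LOX genes were followed in the edgeR test, where no member of any passed after adjustment over all genes, while DESeq2, whose calls make up Data Set S1, called all of them. Of the 13 delayed aldo-keto reductases, all had positive log2 fold changes, with a median of 2.68, and 10 had an unadjusted p under 0.05. Of 50 delayed cytochrome P450s, 40 were tested, with a median of 3.68 and 25 at an unadjusted p under 0.05. The 22 tested of 25 delayed proteases had a median of 3.34, and 16 changed more than 4-fold at an unadjusted p under 0.05. The 37 tested of 44 delayed transporters had a median of 3.44, and 25 met the same 2 conditions. The 5 delayed genes of sugar metabolism had a median of 5.71. Among delayed genes with no assigned function, 465 of 619 were tested, with a median of 3.56. Of these, 316 changed more than 4-fold at an unadjusted p under 0.05. In the other direction, 30 of 32 incipient genes with no assigned function were tested, with a median of −3.00. The acid protease e_gw1.15.95.1 (52153) was higher at 4,900 to 5,000 μm in 8 of 8 specimens, 3A included, at 1.05 ± 1.50 and 18.4 ± 24.0 CPM (SD, n = 8 each; two-sided exact paired permutation test, unadjusted p = 0.0078, the smallest that 8 pairs allow). The dihydrodipicolinate synthetase e_gw1.20.151.1 (44186), of the other genes, was also higher in 8 of 8 specimens, at 1.36 ± 2.05 and 19.9 ± 21.7 CPM (SD, n = 8 each). Both are named because they were among the genes that passed the thresholds between 15,000 to 15,100 μm and 4,900 to 5,000 μm.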

**FIG 4:**
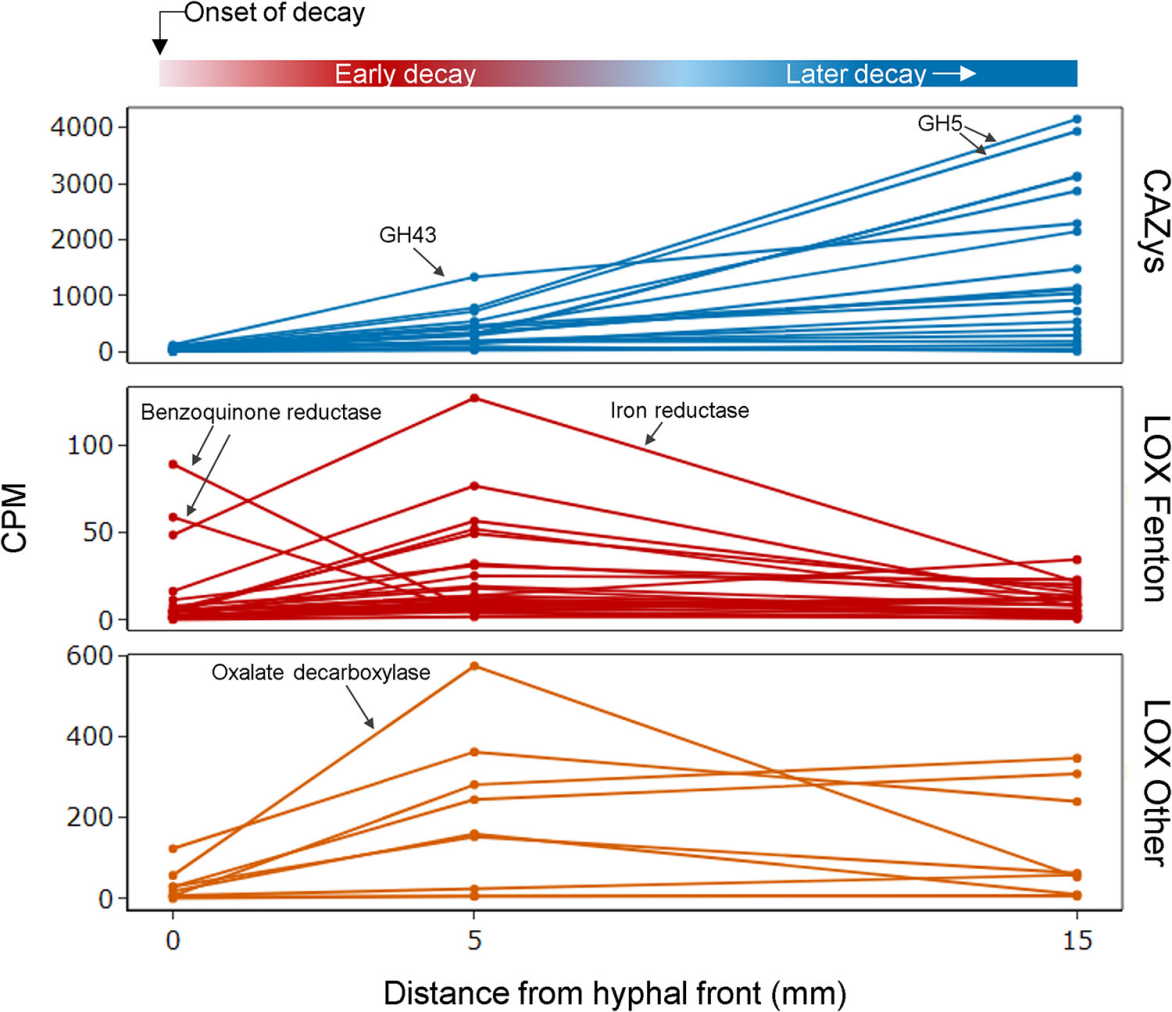
How short-term expression dynamics at the hyphal front fit within longer-term decay trends. *R. placenta* transcript investments in lignocellulose decay genes vary across early decay and a reference section at 15 mm behind the hyphal front. CAZys, represented here by key GHs (GH5, -12, -27, -43, and -51), have delayed expression within the first 5 mm and continue to ramp up into later decay stages. Most LOX genes, while delayed at the onset, still peak in the early decay stage. Conversely, benzoquinone reductase is upregulated in the first 100 μm of decay (same pattern for both alleles, as shown) and may play a key role in initiating brown rot decay. CPM, counts per million. Note the different scales on the *y* axes.

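Between 15,000 to 15,100 μm (11 libraries) and 4,900 to 5,000 μm (8 libraries), edgeR with the wafer as a block called 26 genes higher and 59 lower among 13390. The balance depended on the test and the samples, with 363 higher and 180 lower under limma voom, 84 and 84 without wafers 4 and 5, and 0 and 0 with counts summed per wafer (lowest adjusted p = 0.087; 1327 genes at an unadjusted p under 0.05). No listed CAZy passed in either direction, while DESeq2 called 11 higher and 2 lower. In edgeR, 12 were higher and 2 lower by more than 4-fold at an unadjusted p under 0.05. Of the 92 CAZys, 74 had a positive log2 fold change, and 74 did so when scaled by total counts. Their median was 1.23, compared with −0.08 for all genes. Camera with a preset correlation of 0.01 placed them above other genes (adjusted p = 4.5e-16 over 2 sets), and camera with the estimated correlation did not (adjusted p = 0.14). Fry, which tests the set against no change and not against other genes, gave an adjusted p of 0.047. By average CPM, 66 of the 92 were highest at 15,000 to 15,100 μm and 26 at 4,900 to 5,000 μm. The GH5 121831 (estExt_Genewise1.C_720133) had 4151 ± 3137 CPM (SD, n = 9) at 15,000 to 15,100 μm, or 4500 ± 3907 over all 11 libraries, and a log2 fold change of 1.41 (standard error 0.81, adjusted p = 0.52 from edgeR). The GH12 121191 (estExt_Genewise1.C_650017) had 3118 ± 2152 CPM (SD, n = 9) and a log2 fold change of 3.25 (standard error 0.85, adjusted p = 0.073 from edgeR, 3.7e-04 from DESeq2). The GH43 110809 (estExt_Genewise1Plus.C_840034) had 2290 ± 1525 CPM (SD, n = 9) and a log2 fold change of 1.08, and the GH51 100251 (fgenesh3_pg.2__149) had 0.43. Within wafers 1, 2, 3 and 6, 78 of the 92 CAZys had a higher mean log2(CPM + 1) at 15,000 to 15,100 μm than at 4,900 to 5,000 μm, and within wafers 4 and 5, 46 were higher and 46 lower. The GH5 121831 had 6984 ± 2378 CPM (SD, n = 7) at 15,000 to 15,100 μm in the former wafers and 154.8 ± 66.1 (SD, n = 4) in the latter. At 4,900 to 5,000 μm it had 1131 ± 1244 (SD, n = 5) and 206.0 ± 114.6 (SD, n = 3). Its mean therefore rose in the former wafers and fell in the latter.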

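Of the 32 delayed LOX genes, 25 had a negative log2 fold change from 4,900 to 5,000 μm to 15,000 to 15,100 μm, with a median of −0.66, and 25 were negative when scaled by total counts. By average CPM, 24 were highest at 4,900 to 5,000 μm and 8 at 15,000 to 15,100 μm, or 23 and 9 over all libraries. The hypothetical iron reductase estExt_fgenesh3_pg.C_520071 (130048) was the only listed LOX gene that passed the thresholds in edgeR, while DESeq2 called 8 lower. Its CPM was 76.7 ± 122.4 (SD, n = 8) at 4,900 to 5,000 μm and 10.4 ± 5.21 (SD, n = 9) at 15,000 to 15,100 μm, a log2 fold change of −2.43 (standard error 0.55, adjusted p = 0.042 from edgeR). It no longer passed when wafer 2, 3, 4, 5 or 6 was left out. The oxalate decarboxylase e_gw1.74.17.1 (51393) had a log2 fold change of −2.79 (standard error 0.94, adjusted p = 0.19), and the phenylalanine ammonia-lyase estExt_Genewise1Plus.C_70180 (112824) had −2.64 (standard error 0.98, adjusted p = 0.24). The alcohol oxidase estExt_fgenesh3_pm.C_780007 (106935) went the other way, at 1.92 (standard error 0.67, adjusted p = 0.20). All 8 listed iron redox genes and all 4 GMC oxidoreductases were negative, and 3 of 4 alcohol oxidases were positive. As a set, the LOX genes lay lower by camera with the preset correlation (adjusted p = 0.0055), not with the estimated correlation (adjusted p = 0.14), and fry, against no change, gave an adjusted p of 0.047. The list was chosen as higher in these same 4,900- to 5,000-μm libraries, which by itself favors negative values here. The mean log2 fold change was −0.84 ± 1.34 (SD) for the LOX genes and 0.92 ± 1.41 (SD) for the CAZys, a difference of 1.76 (two-sided permutation of list membership, p = 1e-05, the smallest that 100000 resamples give; genes are not independent replicates). Within wafers 4 and 5, 21 of the 32 LOX genes had a lower mean log2(CPM + 1) at 15,000 to 15,100 μm, as did 21 within the other wafers. Median differences on that scale were 2.57 for CAZys and −0.52 for LOX genes within wafers 1, 2, 3 and 6. Within wafers 4 and 5 they were 0.013 and −0.27, so the gap between the lists was smaller there.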

### Lignocellulose oxidation genes are *“*off*”* at the hyphal front, with one key exception: benzoquinone reductase.

Previous studies of the brown rot mechanism show the importance of Fenton chemistry in the earliest stages of brown rot decay and generally imply that lignocellulose oxidation (LOX) genes are constitutively expressed (2, 15). However, the fine resolution of this study revealed that most LOX DEGs were delayed, including (i) those that generate extracellular Fe^2+^ (iron reductase) or H_2_O_2_ (alcohol oxidase and GMC oxidoreductase), (ii) those that have been implicated in hydroquinone metabolism (phenylalanine ammonia-lyase), and (iii) those that regulate oxalate concentrations (oxalate decarboxylase) (Fig. 3) (16–20). 

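All 31 delayed LOX genes tested with edgeR had positive log2 fold changes, with a median of 3.08 and a range from 2.07 to 6.66, and all 31 were positive when scaled by total counts. None passed after adjustment over all genes, 22 had an unadjusted p under 0.05, and 8 passed when adjusted over the list alone, which is not independent evidence for a list chosen on these libraries. DESeq2 called 32, and limma voom 4. The count from DESeq2 was 19 without specimen 3B, 14 without 5B and 13 without 6A. It was 11 without wafers 4 and 5, 5 without those wafers and 6A, and 11 with total counts. CPM was higher at 4,900 to 5,000 μm for 26 to 30 of the 32 genes in 7 specimens and for 13 in 3A. The iron reductase estExt_fgenesh3_pg.C_520003 (130025) had 48.7 ± 50.2 CPM (SD, n = 8) at 0 to 100 μm and 127 ± 133 (SD, n = 8) at 4,900 to 5,000 μm. This log2 fold change of 2.07 (standard error 0.79, adjusted p = 0.58 from edgeR, 0.010 from DESeq2) was positive in 7 of 8 specimens. The alcohol oxidase estExt_fgenesh3_pm.C_780007 (106935) had a log2 fold change of 4.29 (standard error 2.61) and was higher in 6 of 8 specimens. The GMC oxidoreductase e_gw1.157.6.1 (47027) had 3.08 (standard error 1.06) and was higher in 7. The phenylalanine ammonia-lyase estExt_Genewise1Plus.C_70180 (112824) had 4.22 ± 3.50 CPM at 0 to 100 μm and 52.0 ± 60.5 at 4,900 to 5,000 μm (SD, n = 8 each), a log2 fold change of 2.66 (standard error 1.30), and was higher in 5 of 8. The oxalate decarboxylase e_gw1.74.17.1 (51393) had 57.8 ± 147.0 and 574.2 ± 903.7 CPM (SD, n = 8 each) and a log2 fold change of 5.82 (standard error 1.79, adjusted p = 0.56 from edgeR, 1.5e-06 from DESeq2). It was higher in 7 specimens and differed by −6.15 on the log2(CPM + 1) scale in 3A. The glutathione S-transferase fgenesh3_pg.70__3 (103227) had a log2 fold change of 5.01 (standard error 1.20), and the catalase estExt_Genewise1.C_1250026 (123169) had 2.24 (standard error 1.19).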

In notable contrast, there were two alleles of the benzoquinone reductase gene that were incipiently expressed (Fig. 3 and 4) (protein identifiers 64069 and 124517 from the Joint Genome Institute [JGI] database, Postia placenta MAD 698-R v1.0). 

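The benzoquinone reductase e_gw1.104.40.1 (64069) had 58.9 ± 53.0 CPM (SD, n = 8) at 0 to 100 μm, 4.07 ± 3.94 (SD, n = 8) at 4,900 to 5,000 μm and 1.02 ± 0.85 (SD, n = 9) at 15,000 to 15,100 μm. Over all libraries, these were 53.5 at 0 to 100 μm, with 10.4 CPM in specimen 1A, and 0.93 at 15,000 to 15,100 μm. Its log2 fold change from 0 to 100 μm to 4,900 to 5,000 μm was −3.60 (standard error 0.97), with an adjusted p of 0.54 from edgeR, 0.032 from limma voom and 4.1e-04 from DESeq2. Without specimen 3A, edgeR gave an adjusted p of 0.030. Its CPM was lower at 4,900 to 5,000 μm in 7 of 8 specimens (two-sided exact paired permutation test, p = 0.0234, or 0.064 adjusted over 23 tests). In 3A, it was 1.28 at 0 to 100 μm and 8.82 at 4,900 to 5,000 μm. Over the means of the 5 wafers, the exact test gave p = 0.125, where 0.0625 is the smallest that it allows. The allele estExt_Genewise1.C_1360008 (124517) had 89.1 ± 94.4 CPM (SD, n = 8) at 0 to 100 μm, 4.74 ± 4.93 (SD, n = 8) at 4,900 to 5,000 μm and 0.997 ± 1.29 (SD, n = 9) at 15,000 to 15,100 μm. In specimen 1A, it had 5.37 CPM at 0 to 100 μm. Its log2 fold change was −3.57 (standard error 1.39, adjusted p = 0.60 from edgeR, 0.0058 from DESeq2), and it was lower in 6 of 8 specimens. The alleles were also summed, so that it does not matter to which of them a shared read was assigned. Together they had 133.2 ± 139.6 CPM (SD, n = 9) at 0 to 100 μm and 8.81 ± 6.96 (SD, n = 8) at 4,900 to 5,000 μm. Their summed log2 fold change was −3.50 (standard error 1.03). Without wafers 4 and 5, a test chosen after the data were seen, DESeq2 gave log2 fold changes of −2.54 (adjusted p = 0.071) for benzoquinone reductase 64069 and −1.84 (adjusted p = 0.54) for benzoquinone reductase 124517.

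**Figure D3:**
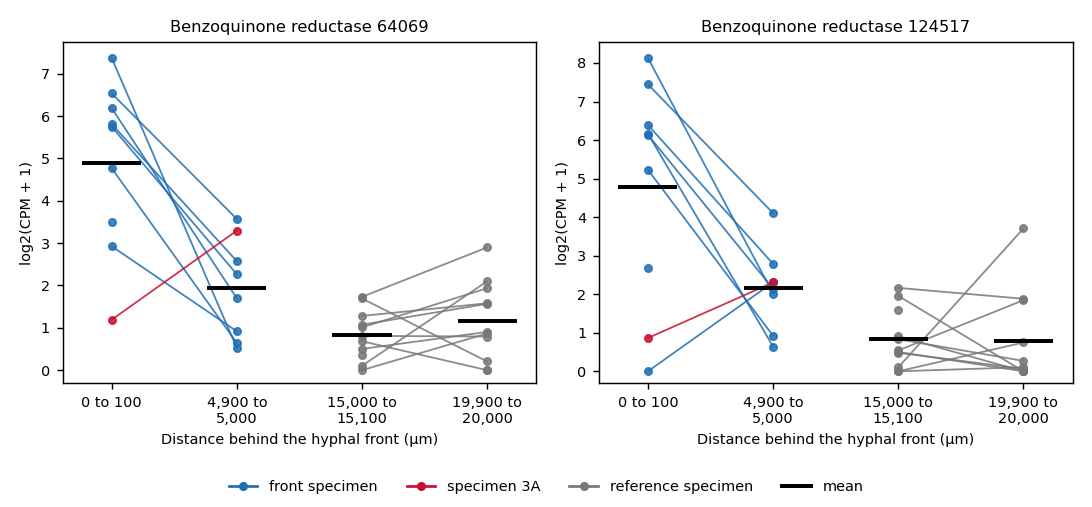
The log2(CPM + 1) of both benzoquinone reductase alleles against distance behind the hyphal front (μm), with 1 point per library, lines joining both ends of a specimen and bars at the mean of all libraries. The red line is specimen 3A, where 64069 went from 1.28 to 8.82 CPM.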

Quinone reductases have been hypothesized to reduce a quinone to its hydroquinone, which can reduce both iron and oxygen (Fe^3+^ and O_2_) to generate the reactants required for the Fenton reaction (Fe^2+^ and H_2_O_2_) (8, 9, 21–24). 

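The citrate synthase estExt_Genewise1.C_740058 had 291.7 ± 185.5 CPM (SD, n = 8) at 0 to 100 μm, 66.4 ± 80.2 (SD, n = 8) at 4,900 to 5,000 μm and 21.6 ± 12.3 (SD, n = 9) at 15,000 to 15,100 μm. Its log2 fold change over the first step was −2.85 (standard error 0.77, adjusted p = 0.54 from edgeR, 4.7e-04 from DESeq2), and it was lower at 4,900 to 5,000 μm in 7 of 8 specimens, all but 3A. It was the single gene whose change across the front specimens lay below that across the reference specimens past the thresholds, by a log2 difference of −3.38 (adjusted p = 0.045 from edgeR). With DESeq2's size factors in edgeR, total counts, thinned libraries, no block or without wafers 4 and 5, edgeR called 0 genes below, so this call was lost in each. The citrate synthase e_gw1.1.373.1 had 31.9 ± 25.6 CPM (SD, n = 8) at 0 to 100 μm and 3.86 ± 3.70 (SD, n = 8) at 4,900 to 5,000 μm, a log2 fold change of −3.34 (standard error 1.01, adjusted p = 0.55 from edgeR, 0.0016 from DESeq2). It was lower in 7 of 8 specimens (two-sided exact paired permutation test, p = 0.0156, or 0.064 adjusted over 23 tests). The cytochrome P450 estExt_Genewise1Plus.C_10484 had 847.4 ± 1152 CPM (SD, n = 8) at 0 to 100 μm and 225.4 ± 377.5 (SD, n = 8) at 4,900 to 5,000 μm. Its log2 fold change was −2.41 (standard error 0.90, adjusted p = 0.58 from edgeR, 0.021 from DESeq2), and in 3A it was higher at 4,900 to 5,000 μm by 4.30 on the log2(CPM + 1) scale. These 3 genes had negative log2 fold changes under each alternative scaling of counts.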

Other non-LOX, decay-related DEGs were also incipiently expressed, including 2 citrate synthases and a cytochrome P450. The incipiently expressed DEGs in *R. placenta*, in particular the benzoquinone reductase, may have a major implication for the control of ROS by this fungus and possibly other brown rot fungi.

## DISCUSSION

We captured a major brown rot induction event, *in planta*, by evaluating fungal differential gene expression at a 50-fold-better resolution than previously observed. This was achieved by cryosectioning colonized wood and then using transcriptome sequencing (RNA-seq) to create a spatial sequence of decay and a finer-resolution map of fungal gene expression. Until now, early-upregulated genes have appeared as though they were “on” from the outset of brown rot. Here, only a small number of genes were incipiently expressed, and 21-fold more genes had delayed expression (Fig. 2), reflecting an inducible brown rot mechanism coincident with ROS production.

The genes showing delayed expression include side chain hemicellulases, pectinases, and endoglucanases. While the endoglucanases are known to be upregulated in later decay as step 2 of brown rot, the side chain hemicellulases and pectinases are typically upregulated earlier, even tolerating oxidative environments to facilitate the early removal of hemicellulose side chains that likely serve as early energy sources for the fungus (25, 26). In addition, 32 genes with lignocellulose oxidative functions were also delayed (Fig. 3; see also Data Set S1 in the supplemental material). These results suggest that either a time lag is required to activate most decay-related enzymes after hyphal tips first encounter the wood environment or a diffusible compound released from wood is inducing gene expression.

We discovered, however, that there was one intriguing exception to this early inducible pattern: a well-known and often-implicated participant in lignocellulose oxidation. Benzoquinone reductase was incipiently expressed and then almost immediately downregulated (i.e., by hour 48). This quinone reductase (QRD) in *R. placenta* is likely responsible for completing the hydroquinone redox cycle and enabling Fenton reactant production (16, 18). Brown rot fungi employ a hydroquinone redox cycle during which hydroquinones are oxidized to semiquinones that subsequently act as reductants on Fe^3+^ or O_2_, resulting in fully oxidized quinones, Fe^2+^, and hydroperoxyl radicals/superoxides that dismutate to generate H_2_O_2_ (8, 9, 21, 22). The hydroquinones are regenerated from the quinones via QRDs. The importance of the hydroquinone redox cycle and QRDs has been noted in *R. placenta* previously (8, 18) as well as in Serpula lacrymans (23, 24) and more so in Gloeophyllum trabeum (9, 27–29). These three fungi represent three separately evolved clades of brown rot fungi with apparent convergence on quinones for iron reduction. A recent study compared two of these brown rot fungi, *R. placenta* and G. trabeum, with the white rot fungi Trametes versicolor and Pleurotus ostreatus, which also have genes that encode quinone reductases (4). Using a much lower 5-mm resolution to compare decay stages, Zhang et al. found that QRDs were upregulated early in both brown rot fungi as well as T. versicolor but were not differentially expressed in P. ostreatus (4). To this end, benzoquinone reductase appears to be a very good candidate for more detailed characterization to find what enables this unique brown rot mechanism.

The DEGs discussed in this study could theoretically be a consequence of subapical branching at later decay stages. However, the branching rate across sections is fairly uniform, reported in the supplemental methods of a similar wood wafer study (2). In addition, RNA stability could theoretically lead to “false positives” in incipiently expressed DEGs if degradation occurs between the front and the older sections of wafers. These caveats generally stem from physical limitations when working with hyphae growing in wood and may be more easily addressed as tools develop.

Overall, this information at such a fine scale, near the hyphal front of a wood decay fungus, reveals details that have implications on a larger stage. First, understanding what controls a carbohydrate-selective pathway to decompose such a recalcitrant lignocellulose as wood is very relevant in bioprocess engineering. This brown rot pathway spares lignin as a by-product, and it requires fewer genes to achieve nearly complete sugar extraction. We have winnowed the pool of genes and highlighted one quinone pathway that is now poised for deep exploration. Second, the same inducible pathways are a valid trait to incorporate into ecosystem biogeochemical predictions, specifically for global carbon budgeting. Understanding how these unique fungi react to a cue gives us better insight into the variables that shape their success and efficiency in nature.

## MATERIALS AND METHODS

### Wood wafer colonization by *R. placenta* and sample harvest.

Using *Rhodonia placenta* (MAD698R; ATCC 44394) maintained on malt extract agar, modified soil-block microcosms (1:1:1 mixture of soil-peat-vermiculite, with a 50% moisture content) containing birch “feeder” strips were inoculated and incubated in the dark at 26°C with 70% relative humidity (RH) until a fungal mat was formed (approximately 2 weeks). Aspen wafers (60 by 20 by 2.5 mm), cut with the cross section as the largest face and wood rays oriented across the shorter 20-mm dimension, were placed into microcosms such that *R. placenta* would grow vertically up the wafer. This wafer system has demonstrated reproducibility in fungal growth, superimposed gene expression patterns, and spatial alignment of the visual front with the internal hyphal front (2, 4, 20, 25, 30). After 26 days of incubation (in the dark at 26°C with 70% RH), wafers with horizontal hyphal fronts (*n* = 6) were harvested, and 2 samples (7 by 5 by 2.5 mm) were cut from the newest 5 mm of the fungal growth (0 to 5 mm). To maintain the orientation, a notch was cut out of the top corner of the hyphal front edge. This process was repeated at the 15- to 20-mm distance to harvest the reference point (Fig. 1 and 4).

Samples were prepared for cryosectioning by submerging the sample in a fixative solution (pure high-performance liquid chromatography [HPLC]-grade methanol containing 0.1% [vol/vol] Triton X-100) to stabilize RNA, followed by a gradual equilibration to optimum cutting temperature (OCT) medium (catalog number 23-730-571; Fisher Scientific) using 100% methanol, 70% (vol/vol) ethanol, 96% (vol/vol) ethanol, 100% ethanol, and 50% (vol/vol) 1× phosphate-buffered saline in OCT medium. Samples were then embedded in OCT medium and frozen at −80°C.

### RNA-seq, DEG analysis, and gene function assignments.

Previously embedded samples in OCT medium were cryosectioned on a Cryostar NX70 cryostat (Thermo Fisher, Kalamazoo, MI, USA) at 12 μm from the leading edge of the sample until the full span of approximately 100 μm was cut (0 to 100 μm or 15,000 to 15,100 μm for the reference point). This was replicated by rotating the specimen 180° and sectioning it again to collect the 4,900- to 5,000-μm section. The cryosectioned samples were transferred to a 1.5-mL microcentrifuge tube and kept frozen to ensure RNA integrity. The RNAs from the cryosectioned samples were isolated using an RNAqueous-Micro total RNA isolation kit (catalog number AM1931), followed by full-length cDNA synthesis using the SMARTer Ultra Low RNA kit for Illumina sequencing (catalog number 634936). The cDNA was validated using the Agilent 2100 bioanalyzer, which indicated that the extracted RNA samples were in good condition to move forward with template library preparation. A Nextera XT DNA library preparation kit (catalog number FC-131-1096) and IDT for Illumina DNA/RNA UD indexes, set A, tagmentation (catalog number 20027213), were used to generate the template library for sequencing according to the manufacturer’s protocol. Single-read sequencing of the cDNA libraries with a read length of 150 bp was performed on the NextSeq 500 sequencing system using the NextSeq 500/550 high-output v2 kit, 150 cycles (catalog number 20024907).

Read trimming was conducted using bbduk (http://jgi.doe.gov/data-and-tools/bb-tools/) with parameters qtrim=rl, trimq=10, minlen=100, and maq=10. Reads, averaging over 27 million reads per sample, were aligned to the *Postia placenta* MAD 698-R v1.0 genome (https://genome.jgi.doe.gov/portal/pages/dynamicOrganismDownload.jsf?organism=Pospl1) (16) using Bowtie2 (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml) with parameters –local –sensitive-local (31), resulting in an average 80.2% alignment. The “NH” field of multimapping reads in the SAM files was edited to 1, allowing multimapping reads to be randomly assigned to one mapping locus. This procedure allows duplicated/paralogous genes to be represented in the data. Read quality was assessed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) (32). Aligned reads were mapped to genes using htseq-count (33) with parameters -a 1, -t “exon” -i “name.” Differential gene expression was assessed using the R package DESeq2, which performs a Wald test on normalized counts (34). The 0- to 100-μm and 4,900- to 5,000-μm sections were analyzed as pairs within each wafer, with one or two pairs used from each wafer providing a total of 8 pairs. To maintain consistency with previous recent work with DEG profiling of this fungus, functional assignments of lignocellulose-degrading genes were adopted from those reported previously by Zhang et al. (2). An internal control gene (JGI protein identifier 125371), as recommended for *in planta* studies with *R. placenta* (35), was not differentially expressed under our criteria; however, there was some variability in the CPM (counts per million) values across sections, which is likely related to the small physical sample size.

### Data availability.

Data are deposited at the Gene Expression Omnibus database under accession number GSE193915.

How the deposited data were processed for this re-analysis (not part of the article)

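Aspen wafers colonized by Rhodonia placenta were cryosectioned by the authors, and 39 libraries from 6 wafers were used here, mapped to section and specimen from the sample labels and column names. The labels list 40 samples, 1 of which, the inner section of reference specimen 5D, has no column in the matrix used here. Front specimens gave sections at 0 to 100 μm (9 libraries) and 4,900 to 5,000 μm (8 libraries), and reference specimens gave sections at 15,000 to 15,100 μm (11 libraries) and 19,900 to 20,000 μm (11 libraries). Each pair of ends from 1 specimen shares its name in the labels, which is where the pairing comes from. Across genes, deviations from the section means correlated between both ends of a specimen at 0.23 to 0.59 in 6 front specimens, −0.06 in 3A and −0.05 in 6A, and at 0.41 to 0.69 in the 10 reference specimens.

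The authors trimmed the reads with bbduk, aligned them with Bowtie2 in local mode, set the field for multiple hits so that a read with several loci was assigned at random to 1 of them, and counted with htseq-count per gene model. Versions and the strand setting are not stated in the paper's text. The deposited values are raw counts for 17173 gene models with no normalization. The kit makes full-length cDNA without molecular identifiers, so counts are of reads and not of molecules. Names and functional groups come from Data Set S1, whose sheet of all genes was used here only in part, at 1997 of 17173 gene models. The internal control gene of the paper could not be paired with a gene model from the tables used and was not analysed here. Gene lists by description were planned for a full annotation and were not run without one.

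From the counts, TMM factors, CPM, and tests were computed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr (minimum count 10, minimum total 15). The main test was edgeR's quasi-likelihood test with robust dispersion, with the specimen as a block (0 to 100 μm against 4,900 to 5,000 μm, 12479 genes; 15,000 to 15,100 μm against 19,900 to 20,000 μm, 12309 genes) or the wafer (15,000 to 15,100 μm against 4,900 to 5,000 μm, 13390 genes). A fit over 36 libraries of 18 specimens tested the difference between the change across the front specimens and that across the reference specimens (15048 genes). Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 4-fold. The quasi-likelihood test gives no standard error. Those given with edgeR values are the absolute log2 fold change divided by the square root of the test's F statistic, and are approximate. The biological coefficient of variation was 1.06, 0.937 and 0.734 in the comparisons between neighboring sections from the front inwards, and 0.971 in the fit over both kinds of specimen. Lists were tested as sets with camera (preset correlation 0.01 and estimated correlation) and fry, on both lists and 2 comparisons. Set tests from 0 to 100 μm to 4,900 to 5,000 μm are not reported, since the lists were chosen from that comparison on the same libraries. Values of single genes were compared between paired ends by two-sided exact permutation tests of log2(CPM + 1), over 8 pairs and over 5 wafer means. Confidence in single counts is limited by total counts per library, from 3086044 to 37580033.

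The genes named were fixed by a rule before the data were examined, although the values in Data Set S1 had been seen: the genes the paper names, the GH5, GH12, GH27 and GH28 genes with the highest mean CPM (up to 2 per family), the listed GH43 and GH51, the LOX gene with the highest mean CPM of each subgroup of Fig. 3, and, per direction, up to 8 described genes with the largest changes past the thresholds. In the comparison of 0 to 100 μm with 4,900 to 5,000 μm, no gene entered by the last part. Alternatives fixed before the data were examined were the DESeq2 Wald test, other scalings (DESeq2's size factors in edgeR, upper quartile, total counts), no filter, no block, the wafer as the block, counts summed per wafer, limma voom with sample quality weights, libraries thinned to the smallest total of 3086044 counts, and each pair or wafer left out in turn. The tests were tried on simulated data with known changes. A search for duplicate libraries compared 174 pairs of libraries and found none.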

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

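The tests of swapped ends and of advanced decay in specimen 3A, of DESeq2 without wafers 4 and 5 and specimen 6A, of specimens reassigned within wafers, and of sequencing depth and of reads from wafers 4 and 5 in the 4,900- to 5,000-μm library of 6A were chosen after the results were seen.

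In specimen 3A, the change from 0 to 100 μm to 4,900 to 5,000 μm lay far from that of the other 7 front specimens on the log2(CPM + 1) scale. The GH5 estExt_Genewise1.C_720133 changed by −4.29 (others 1.26 to 5.49), the GH12 estExt_Genewise1.C_650017 by −2.79 (others 2.60 to 5.76), the GH43 estExt_Genewise1Plus.C_840034 by −4.73 (others 2.83 to 8.88) and the glutathione S-transferase fgenesh3_pg.70__3 by −4.08 (others 3.34 to 6.71). The median of the 92 delayed CAZys was −2.80 in 3A and 1.58 to 4.94 in the others. The GH27 estExt_fgenesh3_pg.C_70007 was at 0.40 in 3A at 4,900 to 5,000 μm, compared with 5.99 to 10.7 in the other specimens there. In 79 groups of samples examined for such distant values, 7 had one, where chance flags about 1 in 20 groups (3.95 expected), and 6 of the 7 were in 3A.

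A score was taken as the mean of genes called delayed minus that of genes called incipient by DESeq2 in the other 7 specimens. It averaged −3.79 ± 1.1 (SD, n = 7) at 0 to 100 μm and 0.67 ± 1.21 (SD, n = 7) at 4,900 to 5,000 μm in those specimens, and was −0.04 and −3.21 in 3A. Advanced decay at the front of 3A is argued against, since its 4,900- to 5,000-μm library, at −3.21, lay with the front libraries of the other specimens. Both libraries of 3A (2 of 2) lay nearer to the mean of the other section, as exchanged ends or exchanged labels would give. The reversal was not complete, since 465 of those 1660 delayed and 9 of those 135 incipient genes ran as in the other specimens. Of the delayed genes in Data Set S1, 12 of 92 CAZys and 13 of 32 LOX genes were higher at 4,900 to 5,000 μm in 3A. All 4 listed GMC oxidoreductases were among these. The specimens were rotated between the first and second section and notched to keep their orientation, and no value here tells an exchange from a specimen whose front differed for biological reasons, which was not tested.

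The amine oxidase e_gw1.15.20.1 was at 8.39 log2(CPM + 1) in specimen 6A at 4,900 to 5,000 μm, compared with 2.68 to 5.26 in the other 7 specimens, and that library had counts for 17119 of 17173 gene models. Deeper sequencing is argued against, since all 9 libraries with a larger total detected fewer gene models, at most 15295. Reads exchanged in the pool with the 25 other libraries of wafers 1, 2, 3 and 6 are argued against, since 96.5% of 143 gene models with no count in those were detected there, and 97.2% of them had counts in wafers 4 and 5. Reads from the 13 libraries of wafers 4 and 5 are argued against as the source of these counts, since they would have brought at least 99.6 times the 39779 counts seen there of the 3 gene models that dominate those libraries. Genomic DNA in the library cannot be told apart from low expression of most genes, since counts of these 143 gene models had a Spearman rho of 0.18 across genes with those of wafers 4 and 5, between the values set for either answer, and no biological explanation was tested.

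The change from the outer to the inner end differed between front and reference specimens, by a test of that difference, for 32 of 15048 genes (31 higher and 1 lower at 4,900 to 5,000 μm relative to the reference step). Of the 31, 29 are delayed genes of Data Set S1 and 13 are CAZys, with the GH28 e_gw1.175.23.1 at 6.12 and the GH43 estExt_Genewise1Plus.C_840034 at 5.28. The study chose that list on the same front libraries, so this overlap is not independent evidence. Acid protease e_gw1.15.95.1 had 6.21 (adjusted p = 0.032 from edgeR) and dihydrodipicolinate synthetase e_gw1.20.151.1 had 4.49 (adjusted p = 0.027). The median of all genes in this comparison was 0.44, and −0.08 with total counts. No other assignment of specimens over all wafers called a gene (1 of 30 with as many, the real one included, highest of the others 0). Chance cannot be excluded for the count when specimens are reassigned within their wafers (2 of 30 with as many, the real one included), where an assignment with 3C and 5C in place of 3A and 5A among the front specimens called 46. A longer trial, not kept among the results, also found 2, among 50 drawn, so this verdict depends on the number drawn. The assignment that called 46 takes 3A, which ran the other way, out of the front specimens. Its count may therefore reflect 3A. With the real assignment but without 3A and 6A, 255 genes were higher and 27 lower. Since 6A was left out there as well, the part of 3A alone was not tested.

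Under DESeq2, delayed genes made up 95.5% of the genes called. A difference in library size is argued against, since they made up 93.0% with all libraries thinned to the same total. Without wafers 4 and 5 and 6A, they made up 86.3%, which argues against broad low background in these samples as the whole cause. The calls went from 1176 and 56 to 157 and 25, and the median log2 fold change of all genes from 0.77 to 0.20. Only specimens 2A, 3A, 3B and 6B were left there. Fewer pairs, with 3A among them, could by themselves lower both values. The part of the background in the excess therefore stays open. Delayed genes made up 92.0% with TMM factors and 59.4% with total counts in place of size factors. Total counts leave uncorrected the gene models that dominate wafers 4 and 5, whose share rose from front to rear in 4B, 5A and 5B. That by itself lowers other genes at the rear of these specimens, so the 59.4% is not on a par with the 92.0%. How far the size of the excess depends on the scaling stays open. Of 50 exchanges of sections within specimens, out of 128 possible, 2 gave as many in 1 direction as the 1176 delayed genes, the real one included. The other was that of 3A alone, with 1450, which points to the structure of 3A described above. The share of 2 in 50 likewise depends on the number drawn. These exchanges treat the 8 specimens as independent, although they come from 5 wafers. Whole wafers were not exchanged, and 5 wafers allow no exact p under 0.0625. Chance is therefore not excluded for the 1176 delayed genes with wafers as the unit.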

How the results depend on the processing

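Tests of DESeq2 with another scaling, depth or set of samples, the likelihood ratio test, and those without wafers 4 and 5, without 6A or 3A together with other samples, and with the paper's libraries were chosen after seeing the data. The median log2 fold change of all genes from 0 to 100 μm to 4,900 to 5,000 μm was 0.33 under TMM, 0.47 under DESeq2's size factors in edgeR, 0.77 under DESeq2, 0.04 under DESeq2 with total counts and 0.58 under DESeq2 with TMM factors.

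With edgeR, 0 delayed and 0 incipient genes were called under TMM, DESeq2's size factors, upper quartile, thinned libraries, counts summed per wafer, wafer as block, 9 against 8 libraries, without wafers 4 and 5, and without these and 6A. Scaled by total counts, 0 delayed genes and 1 incipient gene were called. At an unadjusted p under 0.05, 941 genes passed under TMM and 683 of 9862 on thinned libraries. Without a filter, edgeR called 157 delayed and 15 incipient genes, 39 of them CAZys and 5 LOX genes, and of these 152 and 15 are in Data Set S1. Limma voom called 66, 9, 22 and 4, and the likelihood ratio test of edgeR 121, 11, 31 and 5, in the same order. In the leave-one-out tests, the counts ranged from 0 to 59, 0 to 10, 0 to 20 and 0 to 4, each highest without 3A and 0 without any other specimen. Without both 3A and 6A, they were 47, 7, 21 and 3.

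DESeq2 called 1176 delayed genes, 56 incipient genes, 92 CAZys and 32 LOX genes. With TMM factors these counts were 901, 78, 82 and 27. Scaled by total counts they were 444, 304, 57 and 11. On thinned libraries they were 686, 52, 87 and 22. With 1 specimen left out of DESeq2, they were 1162, 47, 79 and 28 (2A), 1660, 135, 90 and 32 (3A), 918, 51, 74 and 19 (3B), 909, 50, 79 and 22 (4B), 1229, 53, 85 and 27 (5A), 707, 37, 63 and 14 (5B), 606, 28, 60 and 13 (6A), and 1079, 46, 82 and 25 (6B). Without wafers 4 and 5 they were 781, 48, 50 and 11, without these and 6A they were 157, 25, 7 and 5, and without 3A and 6A they were 1119, 111, 86 and 23. The cause was not tested.

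Without the replicate block, the paired comparison of 0 to 100 μm with 4,900 to 5,000 μm had 0 delayed and 0 incipient genes, as with the block, with 0 CAZys and 0 LOX genes called. Between 4,900 to 5,000 μm and 15,000 to 15,100 μm, 63 genes were higher and 200 lower without the block, compared with 26 and 59 with it. Between 15,000 to 15,100 μm and 19,900 to 20,000 μm, 0 and 0 were called without it. In the comparison of front with reference specimens, 1 gene was called without the block and 32 with it. At an unadjusted p under 0.05, the counts without the block were 1468 (941 with it) in the first comparison, 1995 (1646) in the second, 102 (398) in the third and 1064 (1631) for front against reference specimens. The cause was not tested.

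Of the genes called between 4,900 to 5,000 μm and 15,000 to 15,100 μm, DESeq2 called 173 higher and 448 lower, limma voom 363 and 180, total counts 48 and 126, DESeq2's size factors in edgeR 13 and 46, and counts summed per wafer 0 and 0. Without wafers 4 and 5, 84 were higher and 84 lower. Leave-one-out tests by wafer gave 1 to 58 higher and 14 to 103 lower genes, with 1 and 14 without wafer 2, 1 and 16 without wafer 3, and 58 and 103 without wafer 5. With 31 and 76 without a filter, 37 and 70 on thinned libraries, 18 and 83 without 3A and 6A, and 18 and 72 with the paper's 9 libraries, the counts lay within 1.5 times. The 92 CAZys had 62 to 79 positive and the 32 LOX genes 20 to 26 negative log2 fold changes in this comparison across all settings. The cause was not tested.

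Between 15,000 to 15,100 μm and 19,900 to 20,000 μm, DESeq2 called 2 genes higher and 5 lower, and every other setting run called 0. The difference between front and reference specimens was called for 1229 genes by DESeq2, 216 by limma voom, 23 without a filter, 16 with DESeq2's size factors in edgeR, 12 on thinned libraries, 8 without wafers 4 and 5, 282 without 3A and 6A and 0 with total counts. The mean difference in detected gene models across the front pairs, 1623.75, was 1331 with thinned libraries, 1411.88 with detection at 5 counts (two-sided exact p = 0.10) and 493.25 with both (exact p = 0.50). The cause was not tested.

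Among single genes named, 0 values reversed. From 0 to 100 μm to 4,900 to 5,000 μm, 271 of 346 values under DESeq2 passed the thresholds that the main test did not, as did 52 of 507 values under other settings. From 4,900 to 5,000 μm to 15,000 to 15,100 μm, 52 of 128 values no longer passed and 76 still did. Of 115 CPM values, 3 moved by more than the SD of the libraries averaged, all at 0 to 100 μm with specimen 1A included. Others moved by more than 1.5 times and less than that SD, also with 1A. Among them were the GH43 estExt_Genewise1Plus.C_840034 (122.3 to 277.8) and the GH12 genes estExt_Genewise1.C_650017 (25.0 to 44.2) and estExt_Genewise1Plus.C_1070028 (22.4 to 40.7). So were the GH27 genes estExt_Genewise1.C_850046 (101.5 to 180.4) and estExt_fgenesh3_pg.C_70007 (61.0 to 94.4) and the GH5 estExt_Genewise1.C_720133 (98.4 to 169.1). The amidase e_gw1.218.16.1, not among the 115 values, moved from 2.96 to 4.52 with 1A.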

Differences from the paper's values

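The likelihood ratio test and the DESeq2 tests with other scaling, depth or samples were chosen after the result was seen. The paper reports 1176 delayed and 56 incipient genes, and edgeR's quasi-likelihood test called 0 and 0 at the paper's thresholds, with 941 genes at an unadjusted p under 0.05. The DESeq2 Wald test, the test that the paper's methods name and 1 of the alternatives set before the data were examined, called 1176 and 56, the same genes as in Data Set S1, with log2 fold changes that differed by at most 7.3e-04. The other alternatives set beforehand kept the difference: limma voom called 66 and 9, no filter 157 and 15, edgeR without 3A 59 and 10, total counts 0 and 1, and DESeq2's size factors in edgeR, upper quartile, thinned libraries, no block, wafer as block, counts summed per wafer, all 9 front libraries and each other pair left out 0 and 0.

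The paper reports 92 delayed CAZys and 32 delayed LOX genes, and the main test called 0 and 0. DESeq2 called 92 and 32, no filter 39 and 5, limma voom 22 and 4, edgeR without 3A 20 and 4, and the other alternatives set beforehand 0 and 0. Settings of DESeq2 chosen after seeing the values called within 1.5 times as many delayed genes as the paper when specimen 2A was left out (1162 called, dropping 234 of the paper's), 3A (1660, dropping 139), 3B (918, dropping 419), 4B (909, dropping 365), 5A (1229, dropping 180), 6B (1079, dropping 312) or 3A and 6A (1119, dropping 372), and with TMM factors (901, dropping 277). Others, also chosen after seeing the values, called fewer: without 5B (707, dropping 536), without 6A (606, dropping 626), without wafers 4 and 5 (781, dropping 613), without these and 6A (157, dropping 1057), thinned (686, dropping 558), with total counts (444, dropping 734), edgeR without 3A and 6A (47, dropping 1130) and the edgeR likelihood ratio test (121, dropping 1055).

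The paper states an average of 27 M reads per sample, and the total counts here averaged 14.3 ± 10.0 M (SD, n = 39). The paper's value is of reads before alignment and that here is of counts assigned to gene models, and no alternative set beforehand bears on it.

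In direction, each of the 23 genes named for this comparison had the sign in the main test that Data Set S1 gives once its ratio is turned to the deeper section over the shallower.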

Other observations

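All of the tests in this part were planned except those of the genes singled out below, which were chosen after their values were seen.

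The section at 19,900 to 20,000 μm, on which the paper does not report, was compared with that at 15,000 to 15,100 μm in 10 reference specimens. With edgeR, 0 of 12309 genes passed the thresholds, 398 had an unadjusted p under 0.05, DESeq2 called 2 higher and 5 lower, and limma voom had 1 gene at an adjusted p under 0.05. Simulated counts for this comparison gave back 77 of 100 genes changed 8-fold. A count of 0 is reached by every exchange of sections (100 of 100, the real one included, highest of the others 0), so exchanges say nothing about chance here. The GH12 estExt_Genewise1Plus.C_1070028 had 3641 ± 3104 CPM (SD, n = 11) at 15,000 to 15,100 μm and 7292 ± 4605 (SD, n = 11) at 19,900 to 20,000 μm, a log2 fold change of 0.86 (standard error 0.29, adjusted p = 1.00 from edgeR). Both benzoquinone reductase alleles stayed low there, at 3.40 ± 4.77 CPM (SD, n = 11) when summed.

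Between 4,900 to 5,000 μm and 15,000 to 15,100 μm, genes called by edgeR and not discussed in the paper include, as higher, the taurine dioxygenase fgenesh3_pm.49__1 (24.3-fold) and, with their log2 fold changes, dihydrodipicolinate synthetase e_gw1.20.151.1 (3.77), an MFS transporter, estExt_Genewise1Plus.C_270028 (3.43), acid protease e_gw1.15.95.1 (3.32), an amidase, e_gw1.218.16.1 (3.05), and a clavaminate synthase-like protein, fgenesh3_pm.135__15 (2.83), with adjusted p from 0.024 to 0.047. The glyoxylate dehydrogenase estExt_Genewise1.C_70204 was lower, at −4.38 (adjusted p = 0.024), with 324.3 ± 544.0 CPM (SD, n = 8) at 4,900 to 5,000 μm and 5.43 ± 3.30 (SD, n = 11) at 15,000 to 15,100 μm. It also had 537.3 ± 661.6 CPM (SD, n = 9) at 0 to 100 μm. Chance among specimens within wafers can be excluded for the 85 genes called. As many were called by 1 of 100 assignments of sections within wafers, the real one included (highest of the others 0). With wafers as the unit it cannot be, since counts summed per wafer called 0 genes (1327 at an unadjusted p under 0.05). Calls also depended on the samples, with 15 genes without wafer 2 and 17 without wafer 3.

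For the delayed and incipient genes under edgeR, the real count of 0 is reached by every exchange (100 of 100, the real one included, highest of the others 154), so exchanges say nothing about chance there. The exchange with 154 was that of specimen 3A alone, with 128 delayed and 26 incipient genes, which points to the structure of that specimen. In specimen 3A, e_gw1.20.151.1 and e_gw1.15.95.1 were higher at 4,900 to 5,000 μm as in the other specimens, by 0.76 and 0.54 on the log2(CPM + 1) scale.

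Of the 1176 delayed genes in Data Set S1, 30 had a higher average CPM at 0 to 100 μm than at 4,900 to 5,000 μm, and 1 of the 56 incipient genes had a higher average at 4,900 to 5,000 μm. Specimen 1A, sequenced at 0 to 100 μm only, had a GH51 fgenesh3_pg.2__149 CPM of 792.9, compared with 0.19 to 231.1 in the other 8 specimens, and detected 10835 gene models.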
